A study of Drosophila melanogaster with 6 samples.

How the data were processed

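The samples were clock neurons of adult Drosophila melanogaster brains, the small groups of brain cells that keep daily time. Per the labels' protocols, the Clk-GAL4 driver, which is active in clock neurons, expressed a nuclear green fluorescent protein (GFP), and in the Prp3-RNAi group it also drove a hairpin transgene against Prp3, the gene of a spliceosome protein. Flies were kept for 5 days in cycles of 12 h light and 12 h dark and collected at zeitgeber time (ZT) 14, the time in hours from lights-on. Per the labels, about 2000 live cells per sample, positive for GFP and negative for the dead-cell dye DAPI, were sorted into lysis buffer. By this protocol whole cells, not nuclei, were read. The file names carry an abbreviation that the labels do not explain, the same in both groups. If it stood for nuclei, against the protocol, this would matter for reads from introns and mitochondria. Per the labels, polyadenylated RNA was turned into cDNA with a low-input kit, and the cDNA was tagmented into libraries that were loaded with 3% PhiX and read on a 300-cycle paired-end run. Low input means that a gene with few transcripts per cell enters a library through few molecules, and amplification copies each of these many times, so reads of such a gene are not independent molecules.

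The deposited files held, per the file headers and values, whole-number read counts per gene for each library, with the number of unmapped, multimapping, featureless and ambiguous reads in the lines above the genes. The counter, the aligner, the genome build and the annotation were not stated in the labels. The layout of the files is that of STAR's per-gene counts, but no header names the program. Each file gave counts for both strands together and for each strand assignment. The gene totals of the strand columns were nearly equal (50.0% to 50.1% in the column for the forward assignment), so the column for both strands together was used. Reads in a stretch shared by overlapping genes were therefore not separated by strand, and counts of genes with overlapping exons are less certain. No value had been normalized by the authors, and no library had been pooled, as far as the files show.

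The lines that name no gene took 18.5% to 24.4% of the reads of a library and were kept out of library sizes and tests. The gene counts of the control libraries came to 32551739, 28141101 and 24477244, and those of the Prp3-RNAi libraries to 29167736, 30637247 and 28980608. Counting error at this depth was small beside the spread between libraries: among the 436 tested genes with the highest expression, the median coefficient of variation within a group was 15.2%, and its square was 477 times that of counting alone. The precision of a comparison was set by the 3 libraries per group.

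Libraries were grouped by their titles. The titles of the control libraries state which Prp3-RNAi library each is paired with, but not what a pair shares, so the replicate number entered the model as a block. As a check of the pairing, the deviations of log2 CPM (counts scaled to a common library total) from the group means were correlated across genes between libraries of different groups. The correlation was 0.046, 0.266 and 0.236 for the libraries with the same number and ranged from -0.252 to 0.02 for the others. Deviations from a group mean cancel out within the group. High values for the same number thus force low values for the others, which are no separate evidence of pairing. Across genes, log2 CPM of libraries of a group correlated at 0.863 to 0.9 and of libraries of different groups at 0.853 to 0.921, and no library was a copy of another.

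Differences were tested with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest, two-sided) in R 4.3.3, on the counts as deposited, with TMM scaling. Genes were kept by filterByExpr with the group (min.count 10, min.total.count 15), which left 8708 of 17868 listed genes. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05. Standard errors were the log2 fold change divided by the square root of the F statistic. CPM values are scaled by TMM, and log2 CPM used a prior count of 2. Gene sets were tested on log2 CPM in the same design with camera of limma 3.58.1, with an inter-gene correlation preset at 0.01, and with the rotation test fry, both two-sided and adjusted over the 7 sets. The sets were clock genes (17 genes), spliceosome genes without Prp3 (33), heat shock and stress genes (22), photoreceptor markers (17), glia markers (10), cytosolic ribosomal protein genes (92) and mitochondrially encoded genes (37). Sex markers (5) were read as values only. The mitochondrial set had been planned by a symbol prefix that the files do not use, and it was taken instead as the genes that NCBI's RefSeq table places on the mitochondrial chromosome. A list of 12 clock-neuron peptide genes was drawn up after the values had been seen and is used only in the closing observations.

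Symbols of 17802 of the 17868 genes matched the Ensembl annotation, release 115 of build BDGP6.54, and 17809 matched the RefSeq table. Coordinates, intron numbers, exonic lengths and chromosomes come from the Ensembl annotation and not from the deposited files. The number of introns of a gene is that of its transcript with the most. The chromosome 2 share of called genes was compared with Fisher's exact test, two-sided. Shares of reads and summed CPM of the groups were compared with two-sided exact permutation tests, for which 3 libraries against 3 allow no p-value under 0.1 and 3 pairs none under 0.25.

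The design, the gene lists other than the peptide list, the rule for naming genes and the alternatives were chosen before the data were examined. By that rule the text names Prp3; tim, per, Clk, cyc, vri, Pdp1, cwo and cry; any other clock gene called under an alternative; the called genes with the largest changes at a mean of at least 10 CPM and the same direction in all 3 pairs; and, since no gene was called, the 5 genes with the smallest p-values. Other genes are named as chosen after their values were seen. The alternatives were DESeq2 1.42.0 (Wald test with its size factors and independent filtering), limma-voom, no replicate block, scaling by RLE size factors or by library totals alone, all genes with at least 1 count, genes with at least 50 counts in at least 3 libraries, counts thinned to the shallowest library, a smooth trend on exonic length (lowess, span 0.3) removed from each library, each pair of libraries left out in turn, and fry in place of camera. For the chromosome 2 share, the counts under limma-voom, the filter of at least 1 count, the scalings, thinning and the length trend were added after seeing the data. A correction for GC content was not run, because no genome sequence was used here. The fitting code was tested on simulated counts made with the means, library sizes and fitted dispersions of these libraries. With 200 genes changed, edgeR called 27% of them at a 2-fold change, 60.5% at a 4-fold change and 76% at a 16-fold change. These simulated counts had no differences between replicate numbers and no spread beyond the fitted dispersions. The shares may therefore overstate what the test could find in the real libraries, where it called no gene. The figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Reads over single introns, splice junctions and isoforms were not analysed here, since the files give counts per gene.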

Results

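Gene expression was measured by RNA sequencing in sorted clock neurons of adult Drosophila melanogaster at ZT 14, early in the dark phase, in 2 groups of 3 libraries. The control libraries came from flies with the Clk-GAL4 driver and the GFP marker, and the Prp3-RNAi libraries from flies that also carried the hairpin transgene against Prp3. Each control library is paired by its title with 1 Prp3-RNAi library. The series' title concerns the splicing of timeless (tim) and its part in daily rhythms. Prp3 codes for a protein of the spliceosome, and the comparison asked how a lower level of it changes the transcripts of clock neurons. The deposited values are counts per gene, so only changes in the total count of a gene could be measured, and changes in splicing were not analysed here. The libraries held between 24477244 and 32551739 gene counts, and 9963 to 10649 genes had at least 1 count. Libraries of the same group were hardly more alike than libraries of different groups: the mean correlation of log2 CPM across the tested genes was 0.879 over the 6 comparisons within a group and 0.873 over the 9 comparisons between groups. The latter include the 3 stated pairs, at 0.858, 0.921 and 0.884. The unpaired comparisons between groups ran from 0.853 to 0.882, against 0.863 to 0.9 within a group. The leading principal component held 26.5% of the variance and did not part the groups. The second held 25.3%, and on it the control libraries (80.2, 36.5 and -1.5) lay above the Prp3-RNAi libraries (-66.7, -8.1 and -40.5); by chance, groups of 3 do not overlap on a given component in 10% of cases. The biological coefficient of variation was 58.3% with the replicate number as a block and 65.1% without it, a large spread between libraries that limits every comparison reported here.

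The targeted gene was examined first. Prp3 (FBgn0036915) is a protein-coding gene on chromosome 3L, from 19910300 to 19912504 on the plus strand in build BDGP6.54, and its exons overlap those of Mtr3, so that its counts are less certain over the shared stretch. It had 1454, 1945 and 678 counts in control libraries 1 to 3 and 812, 891 and 315 counts in Prp3-RNAi libraries 1 to 3. This came to 47.9 ± 19.8 CPM in the control group and 22.0 ± 9.75 CPM in the Prp3-RNAi group (SD, n = 3 each). Prp3 was lower in all 3 pairs, with log2 differences of -0.75, -1.28 and -1.44, and the fitted level was 44.7% of control. The log2 fold change was -1.16 (SE 0.24), with an unadjusted p-value of 0.00385 and an adjusted p-value of 0.384 in edgeR's quasi-likelihood test, so the decrease was several times its standard error but did not pass the correction over 8708 genes. The fold change moved most without pair 1, to -1.35. Of the 12 alternatives, DESeq2 was the only one that called Prp3, with a log2 fold change of -1.17 and an adjusted p-value of 0.00652, and the highest adjusted p-value, 0.994, came without the block (edgeR).

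Across the 8708 tested genes, 0 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with the replicate block. At an unadjusted p-value under 0.05 there were 869 genes, 410 higher and 459 lower in Prp3-RNAi, where 435 would be reached by chance. Leaving out a pair lowered this count to 756 without pair 1, 529 without pair 2 and 635 without pair 3. Without the block 421 genes reached this level, no more than the 435 expected by chance, a value that takes no account of the pairing. The smallest adjusted p-value was 0.0736, and 10 genes had one under 0.1. Without the replicate block, 8 genes were called, 3 higher and 5 lower, and all 8 were among those 10. The alternative that moved the count most was DESeq2 with the block, which called 416 genes, 177 higher and 239 lower, including the same 8.

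The 5 genes with the smallest p-values changed in the same direction in all 3 pairs. None was called in the main edgeR fit, with the replicate block and the filterByExpr filter. The long noncoding RNA gene lncRNA:CR43461 (chromosome X, 6732717 to 6735917, inside an intron of CG3168) rose from 6.92 ± 8.36 CPM to 85.1 ± 82.7 CPM (SD, n = 3), a log2 fold change of 3.92 (SE 0.27) with an adjusted p-value of 0.0736. The spread within each group was about as large as its mean for this gene, because the library of pair 3 was higher than the others of its group. CG8620 (chromosome 3L, 7158099 to 7158874), a protein-coding gene, rose from 6.05 ± 2.26 CPM to 94.7 ± 33.1 CPM, a log2 fold change of 3.99 (SE 0.27, adjusted p-value 0.0736). CG6912 (chromosome 3R, 15135138 to 15137004), whose exons overlap asRNA:CR45600, went from 65.2, 55.3 and 37.6 CPM in control libraries 1 to 3 to 2.69, 1.21 and 1.81 CPM in Prp3-RNAi libraries 1 to 3, a log2 fold change of -4.82 (SE 0.37, adjusted p-value 0.0814). CG31808 (chromosome 2L, 16704286 to 16716195), whose exons overlap Cyt-c-d, went from 219 ± 74.6 CPM to 11.1 ± 3.32 CPM, a log2 fold change of -4.27 (SE 0.34, adjusted p-value 0.0814). The noncoding RNA gene lncRNA:Hsromega (chromosome 3R, 21296127 to 21317836) changed least of the 5, from 12117 ± 749 CPM to 16673 ± 1130 CPM. Its log2 fold change was 0.46 (SE 0.04, adjusted p-value 0.0838), and the pairs differed by 0.47, 0.46 and 0.45. These p-values are from edgeR's quasi-likelihood test. CG6912, CG31808 and CG8620 were called without the block. With the block they were called by DESeq2 and with the filters of at least 1 count and of at least 50 counts. CG31808 was further called by limma-voom and without pair 3, and CG8620 without pair 1. The gene lncRNA:CR43461 was called only with those filters and by DESeq2. lncRNA:Hsromega was called by DESeq2 and by limma-voom.

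**Figure D1:**
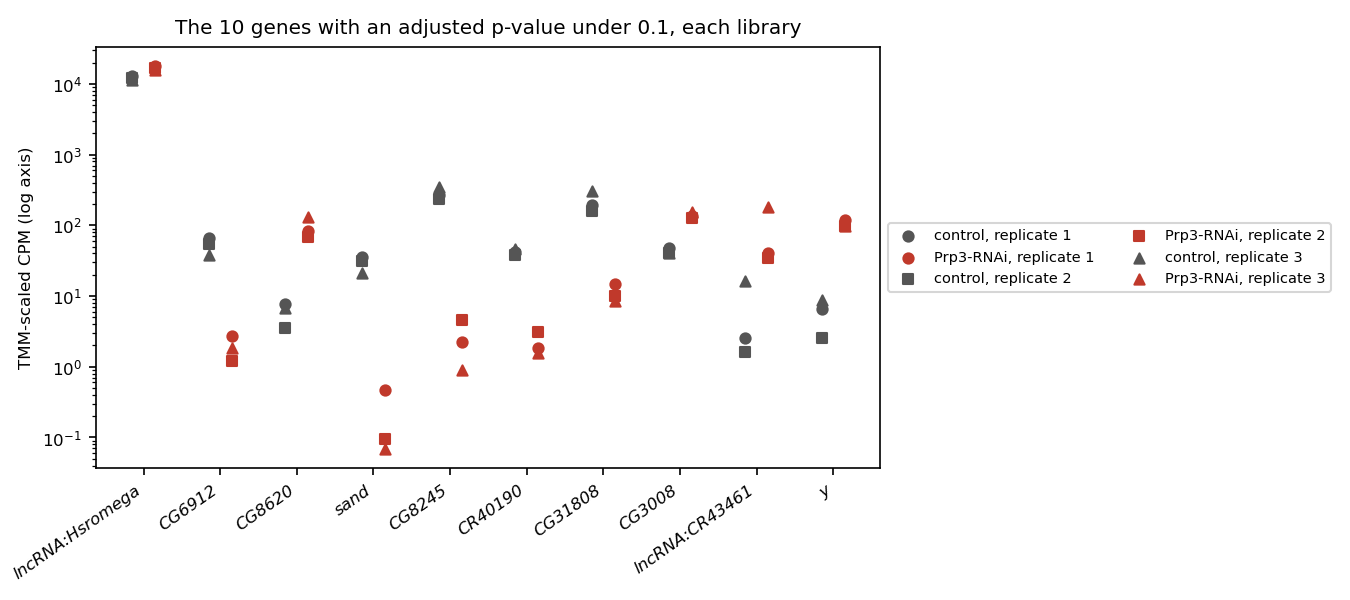
TMM-scaled CPM (log axis) in each library for the 10 genes with an adjusted p-value under 0.1 in edgeR's quasi-likelihood test, in the control (grey) and Prp3-RNAi (red) groups, with 1 mark per replicate number. Marks of the groups do not overlap for any of these genes, which were picked for small p-values; chance alone gives groups that do not overlap for 10% of genes in a design of 3 against 3.

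Transcripts of the clock genes were compared because the neurons were sorted for their clock and the study concerns tim. Of the 17 clock genes, all of them tested, 0 were called over all genes tested and 0 adjusted over the list alone, where the smallest adjusted p-value was 0.217, and 1 had an unadjusted p-value under 0.05. The fold change was below 0 for 11 and above 0 for 6. In edgeR's quasi-likelihood test tim (chromosome 2L, 3493986 to 3508119) had 706 ± 138 CPM in control and 620 ± 49.5 CPM in Prp3-RNAi (SD, n = 3), a log2 fold change of -0.17 (SE 0.17, adjusted p-value 0.786). Control library 3 was below all 3 Prp3-RNAi libraries and the other 2 control libraries were above them, so tim was lower in 2 pairs and higher in pair 3. The log2 fold change was 0.04 (SE 0.34) for per (chromosome X, 2685580 to 2692780), 0.21 (SE 0.52) for Clk (chromosome 3L, 7763233 to 7775603) and 0.30 (SE 0.20) for cyc (chromosome 3L, 19813770 to 19815938). It was -0.41 (SE 0.20) for vri (chromosome 2L, 5288944 to 5311223), -0.21 (SE 0.12) for Pdp1 (chromosome 3L, 7811458 to 7867369) and -0.37 (SE 0.23) for cwo (chromosome 3R, 10388258 to 10400752). The adjusted p-values of these 6 genes lay between 0.573 and 0.981, so none was beyond the spread between libraries. Exons of tim overlap a long noncoding and a small nucleolar RNA gene, and those of per overlap dyw. The sign of per changed in several alternatives, among them the fit without the block (-0.10), that of tim without pair 1 (0.03) and that of Clk without pair 3 (-0.39). Without pair 1 the log2 fold changes of vri, Pdp1 and cwo shrank to -0.12, -0.07 and -0.05.

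The gene cry (chromosome 3R, 19212154 to 19215442), which codes for the light receptor cryptochrome, was lower in all 3 pairs. It had 172 ± 60.4 CPM in control and 85.7 ± 4.97 CPM in Prp3-RNAi (SD, n = 3), and its log2 fold change was -0.95 (SE 0.26). The unadjusted p-value was 0.0128 and the adjusted p-value 0.428 in edgeR's quasi-likelihood test, and 0.217 adjusted over the list alone. The pairs differed by -1.39, -1.23 and -0.21, so pair 3 changed little. Its exons overlap vib and lncRNA:CR46393. DESeq2 called cry over all genes (log2 fold change -0.96, adjusted p-value 0.00866), and the adjusted p-value ranged from 0.00866 to 0.809 over the 12 alternatives. Adjusted over the list alone, cry was called by DESeq2 (adjusted p-value 0.00296) and without pair 3 (log2 fold change -1.30, adjusted p-value 0.00396, edgeR). Pdf (chromosome 3R, 26455462 to 26456141), the gene of the neuropeptide pigment-dispersing factor, entered by the naming rule because DESeq2 and the fit without pair 3 called it adjusted over the list alone. It had 15942, 2566 and 17385 CPM in control libraries 1 to 3 and 302, 155 and 19961 CPM in Prp3-RNAi libraries 1 to 3. The log2 fold change was -3.46 (SE 1.39) and the adjusted p-value 0.505 in edgeR's quasi-likelihood test. Pair 3 decided this value: the pairs differed by -5.72, -4.05 and 0.20, and without pair 3 the log2 fold change was -4.88, with a p-value of 0.00371 adjusted over the list alone in edgeR's test and of 0.161 over all genes.

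**Figure D2:**
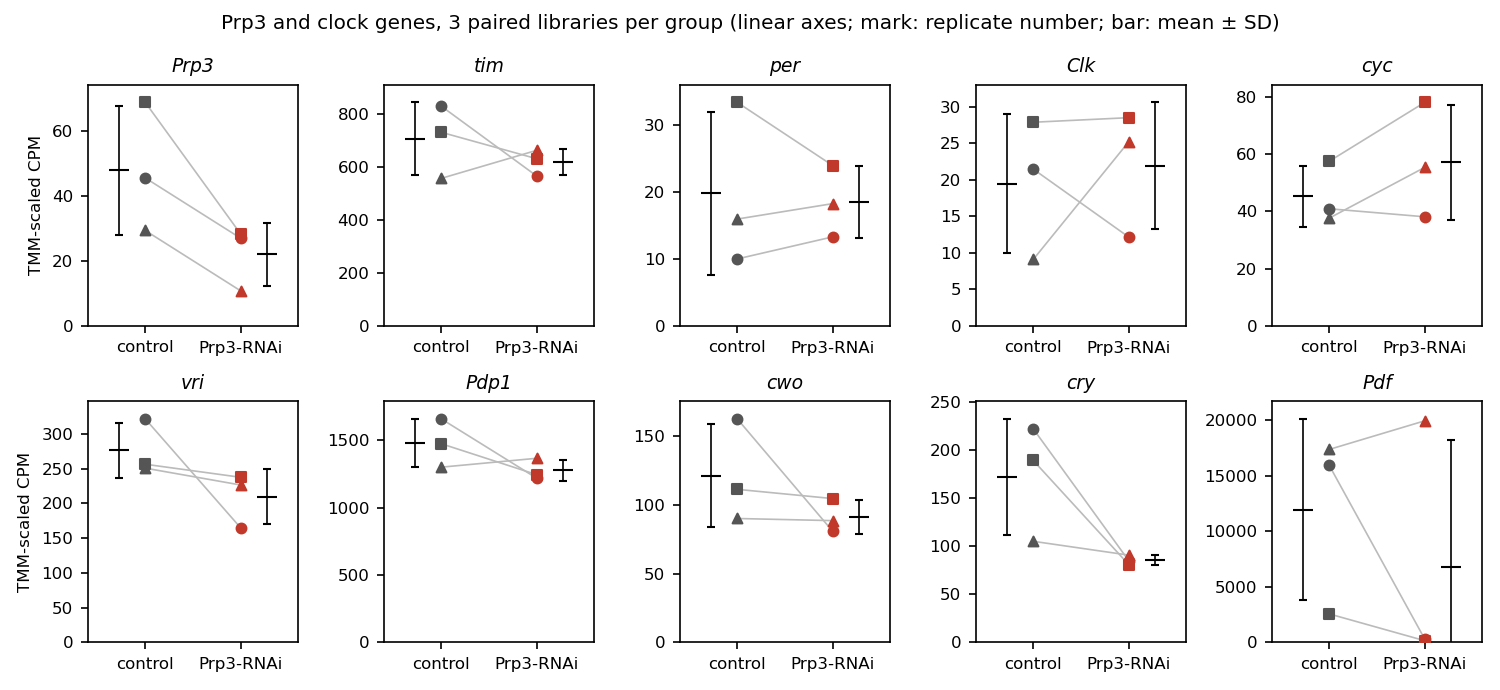
TMM-scaled CPM (linear axes from 0) of Prp3 and 9 clock genes in each library, with lines joining the control (grey) and Prp3-RNAi (red) libraries of a pair, marks by replicate number (circle 1, square 2, triangle 3) and black bars for the mean ± SD of the 3 libraries (the lower bar of Pdf in Prp3-RNAi ends at the axis). Prp3, vri, cwo and cry were lower in all 3 pairs, though vri and cwo fell little in pairs 2 and 3. Pdf was far lower in pairs 1 and 2 but not in pair 3.

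Gene sets were compared to ask whether functional classes moved together. With camera of limma, adjusted over the 7 sets, the ribosomal protein genes were lower (84 genes tested, median log2 fold change -0.18, 6 of them higher, adjusted p-value 9.16e-08) and their median was below 0 in all 3 pairs. The 14 mitochondrially encoded genes tested were all higher (median 0.20, adjusted p-value 0.00859 with camera of limma), with pair medians of 0.03, 0.19 and 0.56. Neither call held under fry of limma, where the adjusted p-values were 0.157 for ribosomal proteins and 0.35 for mitochondrial genes. The mitochondrial call was also lost without the block (adjusted p-value 0.0915 with camera of limma) and without pair 3, where the median was 0.09 and the adjusted p-value 0.338. The remaining sets were not called by camera of limma: the clock genes (median -0.12, adjusted p-value 0.171), the spliceosome genes (-0.05, 0.828), heat shock and stress genes (-0.28, 0.134), photoreceptor markers (0.31, 0.134) and glia markers (0.23, 0.452). The set median that moved most was that of the glia markers, 0.62 without pair 2, without a call. Heat shock and stress genes were called only without pair 3, with a median of -0.41 and an adjusted p-value of 0.0363 with camera of limma, in a range of 0.0363 to 0.99 over 8 alternatives, while without pair 1 their median was 0.02. The photoreceptor markers were called only with the filter of at least 50 counts (median 0.42, adjusted p-value 0.0411 with camera of limma, in a range of 0.0411 to 0.843). Adjusted over the list alone, 1 gene was called among heat shock and stress genes, Xrp1 (adjusted p-value 0.049, log2 fold change 0.56, SE 0.10, higher in 3 of 3 pairs, edgeR), and 1 among photoreceptor markers, rdgA (adjusted p-value 0.0237, log2 fold change 0.74, SE 0.13, higher in 3 of 3 pairs, edgeR), which at 107 ± 26.1 CPM in control was well expressed in these neurons. Over all genes tested their adjusted p-values were 0.384 and 0.367 with edgeR. In the other lists 0 genes were called adjusted over the list alone, with 1 clock gene, 4 spliceosome genes, 0 glia markers, 25 ribosomal protein genes and 1 mitochondrial gene at an unadjusted p-value under 0.05. Xrp1 and rdgA were named after their values were seen.

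Intron number was examined because the targeted protein acts in splicing. The median log2 fold change was -0.05 over the 945 tested genes with 0 annotated introns, -0.03 over the 1516 with 1 intron, -0.01 over the 3409 with 2 to 4, 0.04 over the 2015 with 5 to 9 and 0.10 over the 797 with 10 or more. The difference between the last and the first of these classes was 0.15 and had the same sign in all 3 pairs. Genes are not independent replicates. The set of genes with 0 introns had a median -0.06 below that of the others, which was not called by camera (p-value 0.575) or fry (p-value 0.317) of limma. By pair this difference was 0, -0.038 and 0.0076, so its sign differed between pairs 2 and 3. The alternative that moved the difference of 0.15 most was the removal of a trend on exonic length, which left 0.08.

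**Figure D3:**
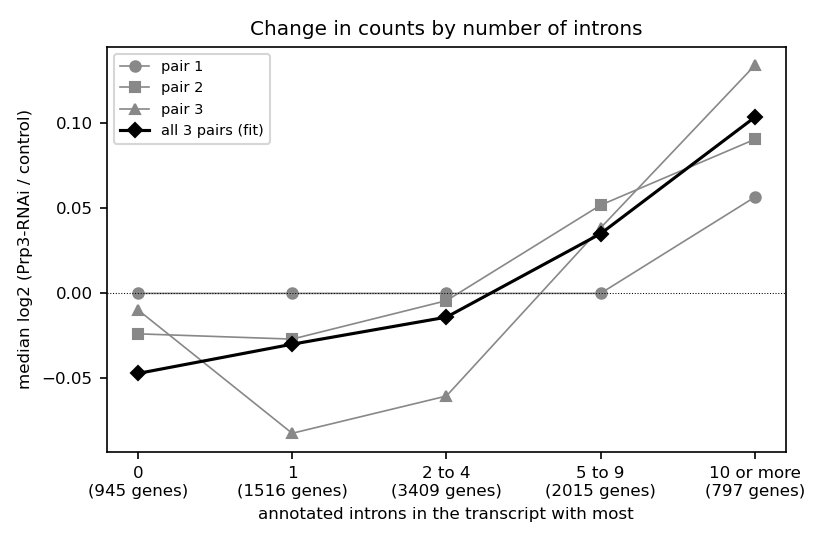
Median log2 ratio of Prp3-RNAi to control by the number of annotated introns in the transcript with most, for the fit over all 3 pairs (black diamonds) and for each pair (grey; circle 1, square 2, triangle 3). The fitted medians go from -0.05 at 0 introns to 0.10 at 10 or more. The median of pair 1 was 0 in every class below 10 introns. Genes with 0 counts in both of its libraries may give this, but they were not counted by class.

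The second chromosome carries the hairpin transgene in the Prp3-RNAi genotype, per the labels, and differs between the groups by design, so called genes were examined for an excess on it. The edgeR fit with the replicate block called 0 genes (869 at an unadjusted p-value under 0.05), so no share of called genes could be computed for it. Without the block, 5 of the 8 called genes lay on chromosome 2, or 62.5% against 37.7% of the tested genes with a known chromosome (Fisher's exact test, two-sided, p-value 0.163). Of the genes called by DESeq2, 171 lay on chromosome 2, or 41.3% against 38% (Fisher's exact test, two-sided, p-value 0.162). The share was also high with the filter of at least 1 count, 7 of 11 called genes (p-value 0.12, Fisher's exact test), and with limma-voom, 3 of 4 (p-value 0.154, Fisher's exact test), and it was 1 of 4 with the filter of at least 50 counts (p-value 1, Fisher's exact test). Genes are not independent replicates, and none of these shares differed from that of the tested genes by more than chance allows.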

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

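The test of genomic DNA on near-silent genes, the weighing of the unmapped reads, the checks of small RNA genes by kind and without the most counted of them, the near-silent genes inside introns, the name classes without Cp1 and Cp190 and the test of genes nested in introns were chosen only after the result was seen, while the test on small RNA genes inside introns was fixed before its result.

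The lines of the files that count reads outside genes were not part of any comparison above, and some of them had a higher mean share in Prp3-RNAi than in control. Reads that mapped to no annotated feature made up 3.14 ± 0.415% of the reads in the control group and 3.67 ± 0.142% in the Prp3-RNAi group (SD, n = 3 each). The Prp3-RNAi mean lay above the highest control library, at 3.55%, and the share was higher in 3 of 3 pairs, by 0.272, 0.489 and 0.821 percentage points. The groups overlapped, since Prp3-RNAi library 3 (3.54%) lay just below control library 1 (3.55%). The exact two-sided permutation p-value was 0.2 over the 6 libraries and 0.25 over the pairs, where the smallest possible values are 0.1 and 0.25, so the difference could not pass a threshold of 0.05. Taken as a share of the uniquely mapped reads, it had an exact permutation p-value of 0.3 over the 6 libraries. Read depth did not part the groups, and the multimapping share was not higher (7.85 ± 1.82% and 7.56 ± 1.57%).

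A biological explanation that the design names is less complete splicing, which would leave intron reads in polyadenylated RNA. Small RNA genes that lie inside introns (371 genes: 229 snoRNA, 127 tRNA and 15 snRNA genes) were used as a sign of such reads, on the untested assumption that a polyadenylated library reads them through the introns of their hosts. tRNA genes have transcripts of their own, so the assumption is weakest for them. The summed expression of the 371 genes was 23.8 ± 3.5 CPM in control and 37.9 ± 5.14 CPM in Prp3-RNAi (SD, n = 3). It was higher in 3 of 3 pairs, by factors of 1.72, 1.17 and 2, with an exact two-sided permutation p-value of 0.1, the smallest possible. It was also higher in 3 of 3 pairs without the 5 most counted of these genes. The snoRNA genes alone were higher in 3 of 3 pairs, by factors of 1.61, 1.44 and 1.93 (exact permutation p-value 0.1), and the tRNA genes in 2 of 3, with ratios of 1.92, 0.977 and 1.88 (exact permutation p-value 0.2). This may come from introns of host genes, and it is a hypothesis only. Genomic DNA in the library is a technical explanation on which the tables are mixed. The 1573 genes under 0.1 CPM that lie outside other genes, which should have few transcripts, were also higher in 3 of 3 pairs, by factors of 1.13, 1.42 and 1.07 (39.1 ± 4.03 CPM and 47.7 ± 12.6 CPM, exact permutation p-value 0.3). The 573 genes under 0.1 CPM inside introns rose by 1.24, 1.5 and 1.56 (exact permutation p-value 0.3), more than those outside other genes in each pair, as did the snoRNA genes. In pair 2, however, the 371 small RNA genes (1.17) and the tRNA genes (0.977) rose less than the near-silent genes outside other genes (1.42) or not at all. Genomic DNA alone would raise genes inside and outside introns alike, but the excess was not tested and went the other way for the 371 genes in pair 2, so a share of genomic DNA stays possible. Against it, 270 genes of name classes taken as silent in neurons were lower in 3 of 3 pairs, with ratios of 0.791, 0.844 and 0.96 (exact permutation p-value 0.3). Of their summed CPM 66% came from Cp1 and Cp190, which are expressed. Without these the ratios were 0.632, 0.713 and 1 (exact permutation p-value 0.5), and 5 of the remaining 268 genes held 42.4% of the sum, so these classes are not silent here and a fall in their transcripts could hide a small share of genomic DNA. Tested genes inside introns of other genes (617 genes) had a median log2 fold change of 0.09 against 0.00 for the others, which was not called by camera (p-value 0.273) or fry (p-value 0.0792) of limma. Both explanations stay open. The labels describe sorted live cells. If nuclei had been read instead, intron reads would be common in both groups, and the difference would concern nuclear RNA.

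Unmapped reads made up 4.25 ± 0.57% of the reads in the control group and 5.41 ± 1.04% in the Prp3-RNAi group (SD, n = 3 each). The Prp3-RNAi mean lay above the highest control library, at 4.72%, and the share was higher in 3 of 3 pairs. The groups overlapped, since Prp3-RNAi library 2 (4.25%) lay below that control library. The mean difference was 1.16 percentage points, with exact two-sided permutation p-values of 0.3 over the 6 libraries and 0.25 over the pairs. Such reads may come from the transgene, from another organism or from adapters and short fragments. With counts per gene alone these sources cannot be told apart, because the unmapped reads themselves were not analysed here. A biological explanation was not tested for them.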

How the results depend on the processing

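Of the tests in this part, only the counts of genes shared between settings, of DESeq2 calls with a count of 0 and the added counts on chromosome 2 were chosen after the result was seen.

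The number of called genes depended on the test, the block and the filter. Against 0 genes in the blocked edgeR fit (869 at an unadjusted p-value under 0.05), DESeq2 called 416 (177 higher, 239 lower), limma-voom 4, the fit without the replicate block 8, the filter of at least 1 count 11 and the filter of at least 50 counts in at least 3 libraries 4. From 0 to 4 genes were called across the 3 fits that each left out one replicate pair: 4 without pair 1, 0 without pair 2 and 3 without pair 3. RLE size factors, library totals, thinning and the length trend gave 0. Asking also for a log2 fold change of at least 1 could give no other count than 0. Of the 10 genes with an adjusted p-value under 0.1, DESeq2 called 10, the fit without the block 8, the filter of at least 1 count 9, the filter of at least 50 counts 4 and limma-voom 2. The fit without the block changed the call of the mitochondrial genes and no call of Prp3, a clock gene or another set.

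The gap between DESeq2 and edgeR was examined further. In 5 simulated comparisons with no changed gene, drawn with the fitted dispersions, DESeq2 called 31 to 50 genes (median 38) and edgeR at most 3, so DESeq2 may call more genes than its threshold allows at this spread, though far fewer than 416. Of the 416, 104 had a count of 0 in some library. Among the 402 that edgeR had also tested, 402 had the same sign and 351 an unadjusted p-value under 0.05 with edgeR. Only 1 of the 4 splits that part all 3 pairs, the real one, gave as many DESeq2 calls; the others gave 32, 22 and 17, and in each of them the labels of 1 pair are exchanged. Likewise only 1 of those 4 splits gave as many genes at an unadjusted p-value under 0.05 with the block (869 against 194, 120 and 181). Without the block, 1 of the 10 splits of the 6 libraries gave as many called genes, and another gave 3. At an unadjusted p-value under 0.05 the real split gave 421 genes without the block. The splits with 1029 and 830 genes set both libraries of pair 2 against both of pair 3, so they carry the difference between pairs and are no measure of chance for the groups. With 4 or 10 splits no share can fall under 0.05, so these shares decide nothing by themselves, and the real split gave the most genes in each count except that of 421.

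Prp3 was lower under all 12 alternatives, from -1.35 to -1.02, and was called only by DESeq2 (-1.17). Over all genes, DESeq2 called 1 clock gene, cry, and 2 adjusted over the list alone, cry and Pdf; the fits that left out a replicate pair called from 0 to 2 adjusted over the list alone, the 2 without pair 3. On chromosome 2 there were 171 called genes with DESeq2, 5 without the block, 7 with the filter of at least 1 count, 3 with limma-voom, 1 with the filter of at least 50 counts and from 0 to 2 without a pair, against 0. The cause of these differences was not tested.

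Among the sets, the mitochondrial genes lost their call without the block (median 0.20) and with fry (0.20), and ran from 0.094 to 0.34 without a pair. The ribosomal protein genes lost theirs with fry (-0.18) and kept it with camera under the other alternatives, with medians from -0.20 to -0.12. The photoreceptor markers were called with the filter of at least 50 counts (0.42), which left 11 of 13 genes. The spliceosome median was reversed with library totals (0.021), where the median of all genes rose by as much, from 0.008 to 0.075, so the set stayed below it, and ran from -0.063 to 0.020 without a pair, and heat shock and stress genes ran from -0.41 to 0.018. The gene per was reversed with limma-voom (-0.10), without the block (-0.10) and with the length trend removed (-0.011), and ran from -0.13 to 0.31 without a pair (-0.035 without pair 3); tim ran from -0.38 to 0.031 and Clk from -0.39 to 0.76. The cause was not tested. Of the other named genes and the count at an unadjusted p-value under 0.05, 22 values became stronger and 2 weaker under an alternative. Leaving out the block or using fry cannot change the intron differences. Under the other alternatives they kept their sign, from 0.08 to 0.17 for genes with 10 or more introns and from -0.08 to -0.01 for genes with 0. The planned GC correction was not run. Thinning to 24477244 counts per library was applied to single genes only, and with 0 calls there was none to lose, so it says little about depth.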

Other observations

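The tests of the genes around y and v, of marker copies of y and v, of gene length beside intron number, of roX2 and of the peptide list were chosen only after the result was seen, the genes y, v, Trissin, CCHa1 and CNMa were named after their values were seen, and the other tests were fixed before their results.

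The body colour gene y (chromosome X, 356509 to 361245) rose from 6.02 ± 3.20 CPM to 104 ± 12.2 CPM (SD, n = 3), a log2 fold change of 4.26 (SE 0.40, adjusted p-value 0.0838, edgeR). The eye colour gene v (chromosome X, 10923972 to 10925631) rose from 0.994 ± 1.09 CPM to 10.6 ± 4.37 CPM, a log2 fold change of 4.50 (SE 1.72, adjusted p-value 0.486, edgeR). A regional change of the X chromosome is argued against: the highest log2 fold change among the 7 tested genes within 50 kb was 1.29, and 3 of the 7 were lower. Both y and v were higher in 3 of 3 pairs, as they would be if marker copies of y and v on the RNAi transgene were read. Transgenes of this kind can carry such copies, which makes this a candidate explanation, but the labels do not give the construct. The transgene is present in every Prp3-RNAi library and in no control library, so its marker copies and an effect of the knockdown on y and v cannot be told apart.

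Large changes of single genes could also come from sequence differences between the second chromosomes of the genotypes, since the transgene chromosome has its own history. Of the 112 genes with a known chromosome, an unadjusted p-value under 0.05 and a log2 fold change of at least 2 either way, 41.1% lay on chromosome 2, against 37.7% of the tested genes (Fisher's exact test, two-sided, p-value 0.492). The odds ratio was 1.15, with a 95% interval from 0.772 to 1.71, so neither a modest excess nor its absence was shown.

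The spread between libraries of a group was large. The median coefficient of variation went from 109.5% among the tested genes of lowest expression (median 0.565 CPM) to 15.2% among those of highest expression (median 708 CPM), and 102 genes (1.2%) had a count of 0 in a library and at least 10 CPM in another of the same group. Sampling of few starting molecules alone would make the squared coefficient of variation fall with mean expression at a log-log slope of -1. The squared coefficient of variation fell with a slope of -0.664 (SE 0.027), and of -0.529 (SE 0.039) above 10 CPM. It was 19.6 to 477 times that of counting. Few starting molecules may account for part of the spread, but a floor of variation between flies or sorts would flatten the slope as well, and these cannot be told apart without technical replicates.

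The ribosomal protein genes were lower by little but in many genes. Random lists of other genes, 10000 in number, were matched on mean expression and exonic length. The share of them with a median as low as that of the 83 matched ribosomal protein genes (-0.19) was at most 1e-04, the lower limit set for this share. The matched lists had a median of -0.06, with a central 95% range from -0.11 to -0.03, so short abundant genes were lower as a class. This may account for part of the difference but, as far as the lists match, not for its whole. How close the match was in expression and length was not examined. Random lists do not carry the correlation between ribosomal protein genes. The rotation test fry, which does, gave a p-value of 0.0224 before adjustment and of 0.157 adjusted over the 7 sets. An effect of the knockdown on these genes stays open as a hypothesis, as does a difference in the mix of sorted cells, which was not tested.

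The higher counts of genes with many introns may follow gene length in part, since these genes are longer. Once a trend on exonic length was removed in each library, the difference between genes with 10 or more introns and genes with 0 went from 0.15 to 0.084. The trend thus takes up some of it, but intron number and length are tied to each other, so gene length and intron content cannot be told apart as sources of the remainder.

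The noncoding RNA lncRNA:roX1, which is made in males, was lower in 3 of 3 pairs (log2 fold change -0.81, SE 0.11, adjusted p-value 0.254, edgeR). A smaller share of male flies in the Prp3-RNAi samples could give this, and would lower lncRNA:roX2 as well. The latter fell by 1.19 in pair 2 and by 0.45 in pair 3, but in pair 1 its difference was -0.012 while lncRNA:roX1 fell by 0.71. The female marker Yp3 was near the floor (0.73 ± 1.12 CPM in control), Yp1 and Yp2 were not tested, and the labels give no sex. A different share of males and a change in lncRNA:roX1 itself cannot be told apart from these few values.

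Of 12 peptide genes of clock neurons, 10 were lower, and 4 of these in all 3 pairs: Trissin, CCHa1, CNMa and Dh31. None passed 0.05 adjusted over the list alone (smallest 0.0524, CNMa, log2 fold change -1.64, SE 0.34, edgeR), and 3 had an unadjusted p-value under 0.05. Without pair 1, CCHa1 was called over all genes (log2 fold change -2.73, adjusted p-value 0.0402, edgeR). Trissin was at 2356, 718 and 1687 CPM in control and at 0, 68.3 and 7.57 CPM in Prp3-RNAi, and CCHa1 at 524, 601 and 404 CPM in control and at 0, 92.2 and 58.7 CPM in Prp3-RNAi. These peptides may be made by few cells each, which counts per gene do not show. A chance difference in which of the sorted cells entered a library could then move them far. The slope of -0.664 (-0.529 above 10 CPM) shows that spread rises as expression falls, but these genes are abundant where present. A loss of cells, a loss of transcripts and sampling of few cells were not parted by any test here.

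The stress genes did not move together. Xrp1 (log2 fold change 0.56) and Irbp18 (0.80) were higher in 3 of 3 pairs, as was the heat shock gene Hsp70Bc (1.18, SE 0.37). The related Hsp70Ba went the other way (-1.55, SE 0.44), lower in 3 of 3 pairs, and 16 of the 21 tested stress genes were lower, 8 of them in all 3 pairs, among them Hsp83 (-0.28, SE 0.06) and Hsp23 (-0.68, SE 0.21). Adjusted over all genes none of these was called by edgeR, and 8 had an unadjusted p-value under 0.05. Hsp70Bc and Hsp70Ba belong to a family of near-identical copies. Multimapping reads are counted apart from the genes, so the counts of these copies rest on reads that tell them apart and are uncertain. The genes of this paragraph were named after their values were seen.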
